A study of Haplochromis burtoni and Eretmodus cyanostictus and Lepidiolamprologus attenuatus with 30 samples.

How the data were processed

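Bulk RNA sequencing was applied to intestines of 3 African cichlid species: Haplochromis burtoni (also called Astatotilapia burtoni), Eretmodus cyanostictus and Lepidiolamprologus attenuatus. Per the labels' protocols, each intestine was divided along its length into 5 sections of equal length, numbered here from 1 at the anterior end to 5 at the posterior end. Each section was homogenized on its own, total RNA was extracted with a column kit, and a library was made with the Illumina TruSeq procedure. With 2 fish per species this gave 30 libraries in 15 groups, each group being 1 section of 1 species with 2 fish. Because sections were set by length, the same section number in different species is the same relative position, not an anatomical landmark.

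The authors deposited a single table of raw counts per gene, with 1 column per library and 38425 gene rows. The values were whole numbers whose totals differed between columns, so they were treated as counts that had not been normalized. The aligner, the counting program, the genome build and the annotation are not stated in the labels or the table. The last 5 rows of the deposited count table carry the names that the htseq-count program gives to reads it cannot assign. Of these, 3 rows (low alignment quality, not aligned and not uniquely aligned) were 0 in every library. Reads overlapping no sequence counted as part of a gene made up 6.15% to 16.5% of the counts per library. Reads overlapping several genes made up 2.58% to 3.45%. The special rows were left out of library sizes and of all tests. Reads that did not align are not counted in the table, so differences between species in the share of reads aligned could not be examined, and reads lost by divergence from the reference would lower a gene's count in every library of a species. Paralogous, overlapping and antisense genes could not be told from one another, because strand handling and the treatment of multiply aligned reads are not stated beyond the empty rows.

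Gene rows are identified by numeric IDs without names. None of the IDs (0) matched the 28690 genes of the H. burtoni gene table of assembly NCSU_Asbu1, so gene names, coordinates and gene properties such as length and GC content were not used here. The IDs may belong to the annotation of another species, in which case the reads of all 3 species, H. burtoni included, were counted on a reference of a different species. Without names the tests of 13 panels of intestinal marker genes (162 symbols), which had been fixed before the data were examined, were not run. No match of the IDs to the gene table of another species is reported here. The rule for naming genes required a symbol and therefore selected none. In its place at most 2 IDs that rose and 2 that fell from section 1 to section 5 are given, a choice made after the data were seen. Those IDs had to reach a mean of at least 20 CPM (counts scaled to library size) in the higher section and at least 1 in the lower, change in the same direction in both fish of all 3 species, and have an adjusted p under 0.05 in at least 2 species. Among the 214 rising and 160 falling IDs that met these criteria, those with the largest mean change over the species were taken. The tests of sections, species and section profiles, the variance split, the section matching and all alternatives were fixed before the data were examined. The correlations between fish, the counts of genes called jointly in several species and the test of differing profiles limited to sections 5 and 1 were added afterwards.

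For H. burtoni, the fish numbers in the table's column names were those in the labels. The columns of E. cyanostictus carried fish numbers 3 and 4, and those of L. attenuatus 6 and 7, where the labels number the fish of each species 1 and 2. The species and section of each of these columns were taken from its name, and the fish number was kept as the table gives it. Whether the column numbers identify single fish was checked from the counts. In each species, the difference between the 2 fish was computed per gene in every section, and these differences were correlated across genes between the 10 pairs of sections. All correlations were positive, from 0.226 to 0.646 in H. burtoni, from 0.263 to 0.815 in E. cyanostictus and from 0.318 to 0.659 in L. attenuatus. The sections of 1 fish were therefore treated as paired by the fish number of their columns.

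Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the design of the fit, libraries were scaled by the trimmed mean of M values (TMM), dispersions were estimated robustly, and contrasts were tested with the quasi-likelihood F-test. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and a gene was called at an adjusted p under 0.05. The section effect within a species was the F-test of the 4 differences from section 1 in a fit of that species' 10 libraries, and section 5 over section 1 was a contrast of the same fit. Fits without a fish term were primary, as fixed in advance. Fits with the fish as a block were the alternative and are given beside them, because the sections of 1 fish are paired. Species were compared on counts summed over the 5 sections of each fish, since sections of 1 fish are not independent. That fit of 6 fish had 3 residual degrees of freedom. Species contrasts at each section, and the F-test of the 4 coefficients by which the section profiles of 2 species differ, came from a fit of all 30 libraries with 15 group means (22430 genes). Standard errors of log2 fold changes were approximated as the fold change divided by the square root of the F statistic. CPM values were scaled by TMM, except in the rule for genes off or on in a species or fish, which used library size alone.

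Variation was split with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 on log2 CPM (prior count 2) of the 22430 genes. Sums of squares over all genes were divided among species, section, species by section, fish within species and the remainder, a division that is exact in this balanced design. The section share was tested by permuting section labels within fish 100000 times, and the species share by an exact test over the 15 ways of dividing 6 fish into 3 pairs. For section matching, each library was centred on its species mean and assigned, by Pearson correlation across genes, to the most similar of the 5 section means of each other species. Figures were drawn with matplotlib 3.10.9.

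The tests were run on simulated counts with the means, library sizes and dispersions of the real genes. In these, 200 genes were changed along the intestine by up to 8-fold. Changed genes were drawn from those with a mean count of at least 10, so recovery at lower counts was not measured. The simulated spread was independent between sections, whereas real differences between fish correlated across sections. The section test recovered 74.0% of the changed genes at the spread of H. burtoni, 77.0% at that of L. attenuatus and 0% at that of E. cyanostictus. The species test on fish sums, simulated for E. cyanostictus against H. burtoni, recovered 80.5% of genes that differed 8-fold. The test of differing section profiles, simulated for L. attenuatus against H. burtoni, recovered 27.5%. Unchanged genes made up 12 of 160 calls, 17 of 171 calls and 15 of 176 calls in the H. burtoni section test, the L. attenuatus section test and the species test, and 0 of 55 in the test of profiles. With no genes changed, these fits made between 0 and 3 calls.

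Depth was 6311892 to 11353391 counts on genes per library and 39593469 to 46527681 per fish. A count of 3 was taken as the floor, and a gene was treated as detected in a library above it. Confidence intervals (95%, Wilson) on single shares cover counting error only, because PCR copies of a molecule are not independent. The alternatives were DESeq2 1.42.0 in place of edgeR, its median-ratio size factors in place of TMM, no filter on low counts, a filter at a mean count of 10, an adjusted p under 0.01, a test against a log2 fold change of 1 (glmTreat), the fish block, other sets of libraries in the fit, limma 3.58.1 on mean log2 CPM per fish, a prior count of 0.5, the 1000 most variable genes, and leaving out each fish in turn. The largest shift that the change of scaling made between any pair of libraries was 0.10 on the log2 scale.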

Results

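The intestines of 3 cichlid species were profiled by bulk RNA sequencing to ask how gene expression changes along the gut and between species. H. burtoni, E. cyanostictus and L. attenuatus belong to the cichlid fauna of Lake Tanganyika and its surroundings. Each intestine was divided into 5 sections of equal length from anterior (section 1) to posterior (section 5), and 2 fish were used per species, giving 30 libraries in 15 groups of 2. The fish are numbered 1 and 2 in H. burtoni, 3 and 4 in E. cyanostictus, and 6 and 7 in L. attenuatus. Counts on genes ranged from 6311892 to 11353391 per library. Between 19816 and 22410 of the 38425 genes had more than 3 counts in a library, and 6752 genes had no count in any library. The 10 most abundant genes took 4.30% to 21.9% of a library's gene counts. The 2 fish of every group differed by more than sampling noise, with a chi-square per degree of freedom between 16.3 and 183 over genes, so neither library of a group was a copy of the other.

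Species accounted for the largest part of the variation in log2 CPM. Summed over 22430 genes, 48.7% of the variance lay between species, 19.3% between sections and 11.1% in section profiles that differed between species. A further 11.5% lay between fish of a species and 9.40% in the remainder. These shares have 2, 4, 8, 3 and 12 degrees of freedom in this order and are not adjusted for them. The share of differing section profiles therefore includes noise, and this share was not tested. The section share was larger than in all 100000 permutations of section labels within fish, which reached at most 17.4% (permutation test, one-sided, p = 1e-05, the smallest these permutations can give, and 2e-05 after Benjamini-Hochberg adjustment over 2 tests). The true species gave the largest species share of the 15 ways to divide 6 fish into 3 pairs (exact test, one-sided, p = 0.0667, adjusted 0.0667), and this design cannot give a smaller p. Restricting the split to the 1000 most variable genes moved it most, to a section share of 32.0%. The first and second principal components held 28.4% and 22.3% of the variance and separated the 3 species. The third held 15.8% and followed position along the gut in every fish, with scores from -41.9 in section 1 to 98.8 in section 5 of fish 1, and from -81.4 to 19.01 in fish 3. In E. cyanostictus, section 4 scored slightly above section 5 in both fish.

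**Figure D1:**
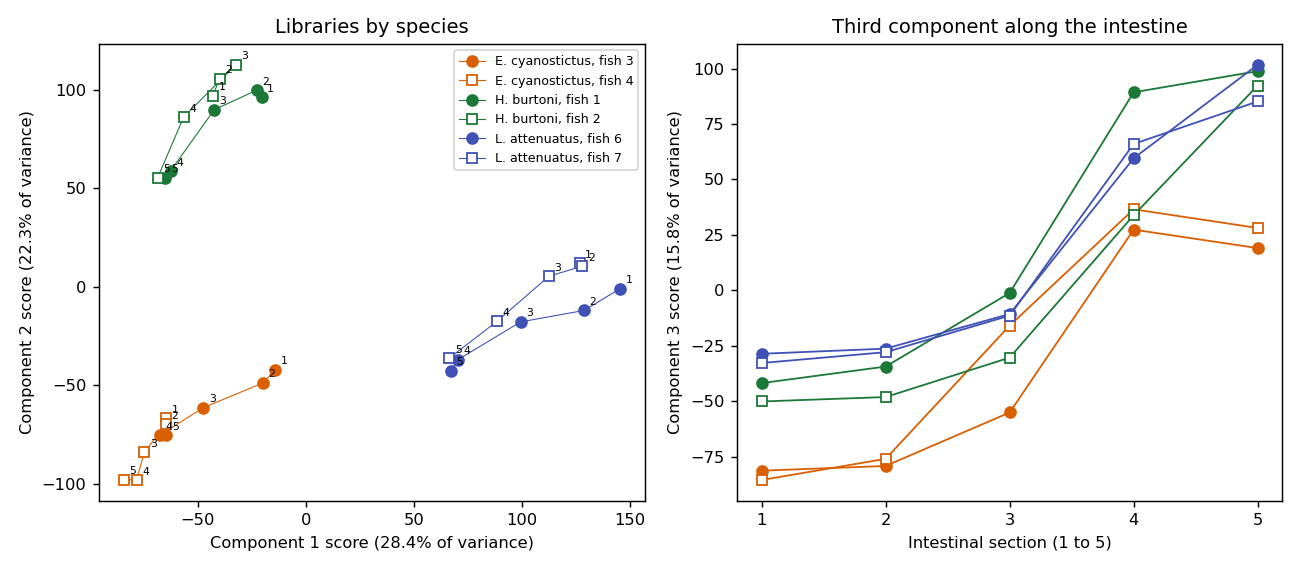
Principal component scores of the 30 libraries from log2 CPM, with 1 symbol per library, colour for species and filled or open symbols for the 2 fish. On the left, component 1 is plotted against component 2 with section numbers beside the symbols, and the species occupy separate areas; on the right, component 3 (15.8% of variance) is plotted against section number and rises from sections 1 and 2 to sections 4 and 5 in all 6 fish.

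Expression was first compared among the sections of each species. In H. burtoni, 855 of 19886 tested genes (4.30%) differed among the 5 sections at an adjusted p under 0.05 (edgeR quasi-likelihood F-test, Benjamini-Hochberg adjustment, 2 fish per section), and in L. attenuatus 1842 of 19697 (9.35%). In E. cyanostictus only 1 of 20733 genes passed, although 1540 had an unadjusted p under 0.05. Among the alternatives, DESeq2 moved the E. cyanostictus count most, to 1222 genes. With the fish as a block, which compares sections within the same intestine, 2447 genes were called in H. burtoni, 380 in E. cyanostictus and 4437 in L. attenuatus. The blocked calls included 854 of the 855, the single gene, and all 1842 of the genes called without the block.

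Between the ends of the gut, 1499 genes differed in H. burtoni (section 5 over section 1, 783 higher and 716 lower in section 5). In L. attenuatus 3095 genes differed, of which 1542 were higher and 1553 lower in section 5. In E. cyanostictus 6 genes differed, 5 of them higher, with 2106 genes at an unadjusted p under 0.05. Blocking by fish raised the counts to 3428 (1733 higher, 1695 lower), 5713 (2877 higher, 2836 lower) and 567 (302 higher, 265 lower) for H. burtoni, L. attenuatus and E. cyanostictus. The median absolute log2 change among blocked calls was 1.60 in H. burtoni, 2.70 in E. cyanostictus and 1.36 in L. attenuatus. Both fish changed in the same direction at 72.8% of tested genes in H. burtoni and 76.8% in L. attenuatus, against 52.4% in E. cyanostictus. Counting genes by size of change alone gave 4913, 4317 and 5363 genes with at least a 2-fold change in H. burtoni, E. cyanostictus and L. attenuatus. Of these, 45.3%, 37.2% and 56.6% were higher in section 5. The E. cyanostictus share was 43.1% without fish 3 and 58.3% without fish 4, so the prevailing direction depended on the fish. The E. cyanostictus count rose to 6753 when fish 3 was left out.

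The difference in E. cyanostictus lay mainly in the anterior sections. Across genes (which are not independent replicates), log2 CPM of its fish 3 and 4 correlated with Pearson's r = 0.859 in section 1, 0.914 in section 2 and 0.933 in section 3, then 0.954 and 0.957 in sections 4 and 5. In section 1 the fish of H. burtoni correlated with r = 0.957 and those of L. attenuatus with r = 0.954. At least a 2-fold difference between the 2 fish was seen at 9033 genes (40.3%) in section 1 of E. cyanostictus, at 3937 genes (17.6%) in H. burtoni and at 3622 genes (16.1%) in L. attenuatus. The section 1 value of E. cyanostictus was below the highest correlation between fish of different species in that section, 0.887 between H. burtoni fish 1 and E. cyanostictus fish 3.

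**Figure D2:**
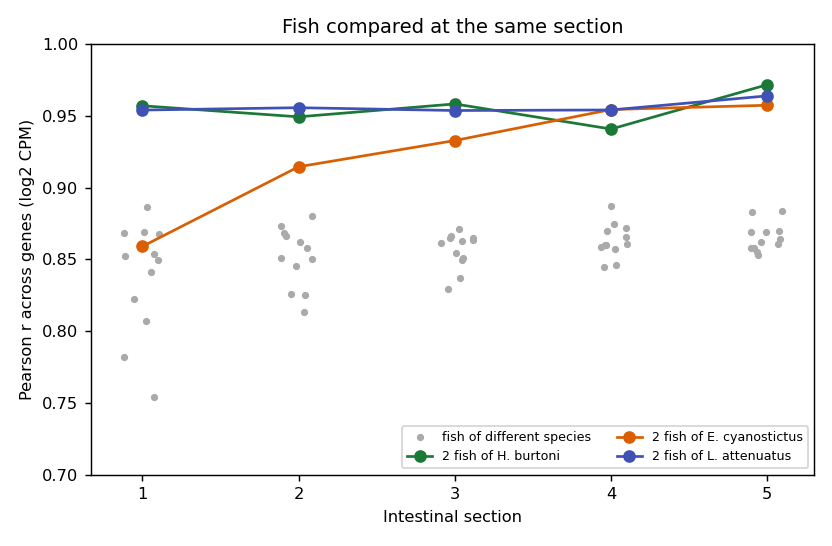
Pearson correlation across genes of log2 CPM between fish, plotted against section number, with lines for the 2 fish of each species and grey points for fish of different species. The E. cyanostictus line starts at 0.859 in section 1, within the range of the grey points, and reaches 0.957 in section 5, while the H. burtoni and L. attenuatus lines stay between 0.941 and 0.972.

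Changes from section 1 to section 5 were compared between species, using separate libraries for each. Across genes, log2 fold changes correlated with Pearson's r = 0.685 (Spearman's rho = 0.553) between E. cyanostictus and H. burtoni over 18911 genes. The values were r = 0.543 (rho = 0.260) between L. attenuatus and H. burtoni over 18357 genes, and r = 0.497 (rho = 0.216) between L. attenuatus and E. cyanostictus over 18638 genes. Leaving out fish 3 moved the last value most, to 0.354. Without fish 4 it was 0.599, above the 0.535 then found between E. cyanostictus and H. burtoni. Which species E. cyanostictus was closer to therefore depended on the fish. With all fish, the sign of the change was shared by 69.0%, 59.4% and 58.9% of genes in the 3 pairs, in the order first given. Of the 714 genes called in both H. burtoni and L. attenuatus without the block, 678 changed in the same direction. With the block, 1733 genes were called in both, against 952 if the calls were independent, and 1515 shared their direction. In E. cyanostictus and H. burtoni, 354 of 358 jointly called genes shared their direction (90.4 joint calls expected by independence), and in L. attenuatus and E. cyanostictus 363 of 376 (151 expected). Of the 17967 genes tested in all 3 species, 291 were called in each with the block and 287 of these changed in the same direction, 136 being higher and 151 lower in section 5.

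The table identifies genes by number and does not pair the numbers with names. The 4 IDs given here had the largest mean rises and falls among those meeting the criteria. They show the extreme and not the usual size of shared changes. Gene ID 100690003 rose in all 3 species. In H. burtoni it went from 4.71 CPM ± 0.524 to 6516 CPM ± 1322 (SD, n = 2), a log2 fold change of 10.43 (SE 1.98, edgeR adjusted p = 0.0203). In L. attenuatus its log2 fold change was 11.84 (SE 0.57, edgeR adjusted p = 7.17e-05). In E. cyanostictus the change was 12.93 (SE 3.698), but it did not pass the threshold (edgeR adjusted p = 0.276, or 0.0922 with the block), and the lowest section 1 library held a single count (1). Gene ID 100693193 rose by 8.25 (SE 0.69) in H. burtoni, 7.78 (SE 0.56) in E. cyanostictus and 8.66 (SE 1.24) in L. attenuatus, with edgeR adjusted p-values of 0.00331, 0.0305 and 0.00357. In section 2 this ID was at 1338 and 453 CPM in H. burtoni fish 1 and 2, at 254 and 291 CPM in E. cyanostictus fish 3 and 4, and at 90.2 and 7.43 CPM in L. attenuatus fish 6 and 7. Its section profile differed between L. attenuatus and H. burtoni only with the block (edgeR adjusted p = 0.0304, against 0.139 without).

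Gene ID 100706176 fell from section 1 to section 5 in all 3 species. In H. burtoni it fell from 31178 CPM ± 9865 to 2.11 CPM ± 2.67 (SD, n = 2), a log2 fold change of -13.86 (SE 1.77, edgeR adjusted p = 0.00773). The lower of the 2 section 5 libraries held 2 counts, under the floor of 3, so the size of this change is imprecise. In L. attenuatus it fell from 25426 CPM ± 301 to 34.1 CPM ± 45.3 (SD, n = 2), and the log2 fold change was -9.54 (SE 1.94, edgeR adjusted p = 0.0144). In E. cyanostictus it was -11.96 (SE 2.87), which passed only with the block (edgeR adjusted p = 0.00489, against 0.205 without). Its 2 fish differed widely in section 1, at 39064 CPM in fish 3 and 5768 CPM in fish 4. Gene ID 100706083 had log2 fold changes of -10.48 in H. burtoni (SE 1.63), -9.92 in E. cyanostictus (SE 2.37) and -8.51 in L. attenuatus (SE 0.99). Its edgeR adjusted p-values were 0.0113, 0.205 and 0.00148, the second becoming 0.0252 with the block. No other species pair gave an adjusted p under 0.05 for a differing section profile at any of the 4 IDs, with or without the block. The IDs were chosen for large changes in the same direction in all 3 species, so this says little about other genes.

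**Figure D3:**
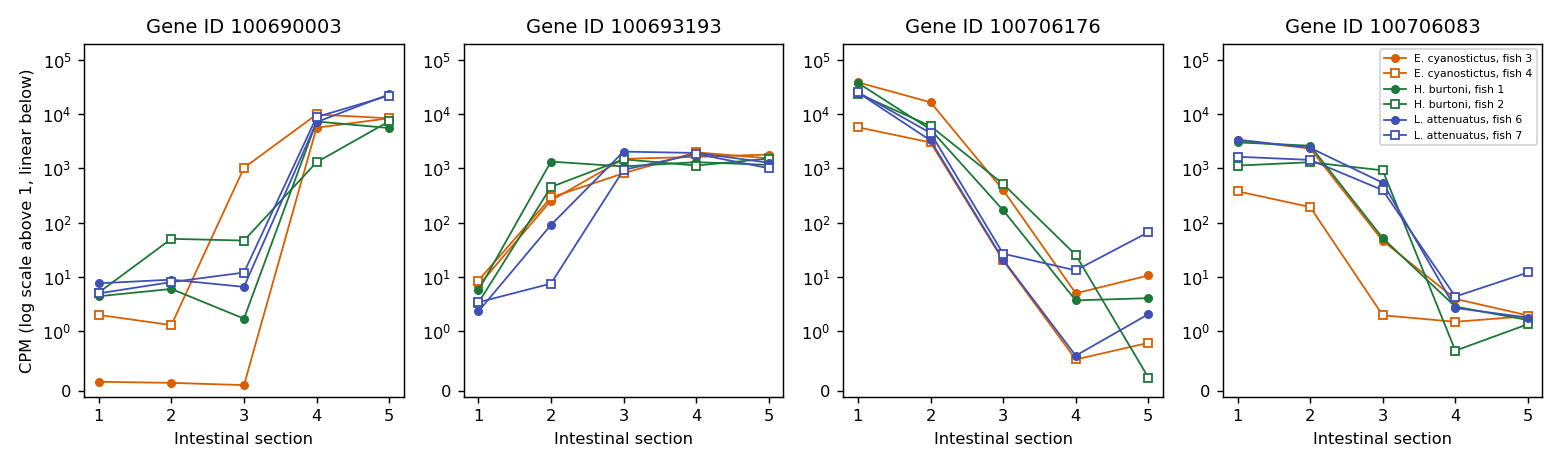
Depth-scaled counts (CPM) of gene IDs 100690003, 100693193, 100706176 and 100706083 (vertical axis, logarithmic above 1 and linear below) against section number, with 1 line per fish and colour for species. The first has its largest fold step between sections 3 and 4 in 5 of 6 fish and between sections 2 and 3 in E. cyanostictus fish 4, with an earlier rise from 5.08 to 49.96 CPM between sections 1 and 2 in H. burtoni fish 2, the second rises by section 3 in all fish, and the last 2 fall from section 1 to sections 4 and 5.

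Over the whole intestine, species were compared on the summed counts of each fish (39593469 to 46527681 counts). Of 24792 genes tested, 3497 differed between E. cyanostictus and H. burtoni (edgeR, adjusted p under 0.05, 2 fish per species), with 1676 higher and 1821 lower in E. cyanostictus. Between L. attenuatus and H. burtoni 4763 genes differed, 2200 higher and 2563 lower in L. attenuatus. Between L. attenuatus and E. cyanostictus 4686 differed, 2248 higher and 2438 lower in L. attenuatus. The stricter adjusted p under 0.01 moved these counts most, to 389, 629 and 942. Among the called genes, 474, 637 and 620 were at or under the floor of 3 counts in 1 of the 2 species, where no fold change can be given. The test was then limited to 16750 genes with a mean of at least 10 counts per library in each species. In it, 1096, 1914 and 1809 genes were called. All of these were among the genes called before. The pairs that include L. attenuatus had more calls than the pair without it in these tests, but the difference between pairs was not itself tested. The reads of all 3 species were counted over the same gene IDs, and the reference used is not stated, so these contrasts include any difference in how well reads of each species align.

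Species were also compared section by section. In the fit of all 30 libraries, L. attenuatus differed from H. burtoni at 5204, 4447, 3785, 3352 and 3648 genes in sections 1 to 5 (edgeR, adjusted p under 0.05, 22430 genes tested), and from E. cyanostictus at 5517, 3971, 3990, 3071 and 3235 genes. E. cyanostictus differed from H. burtoni at 2774, 3168, 3699, 2419 and 2629 genes. This fit treats the 5 sections of a fish as independent, although differences between fish correlated across sections, so these counts do not allow for that dependence. The order of the sections depended on which libraries were in the fit. With only the 6 libraries of a section in the fit, section 1 gave the fewest calls, 1 for E. cyanostictus against H. burtoni, 200 for L. attenuatus against H. burtoni and 25 for L. attenuatus against E. cyanostictus. In those fits section 5 gave the most calls, 4271, 5368 and 4766. A ranking of sections by their divergence between species was therefore not supported by these libraries.

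**Figure D4:**
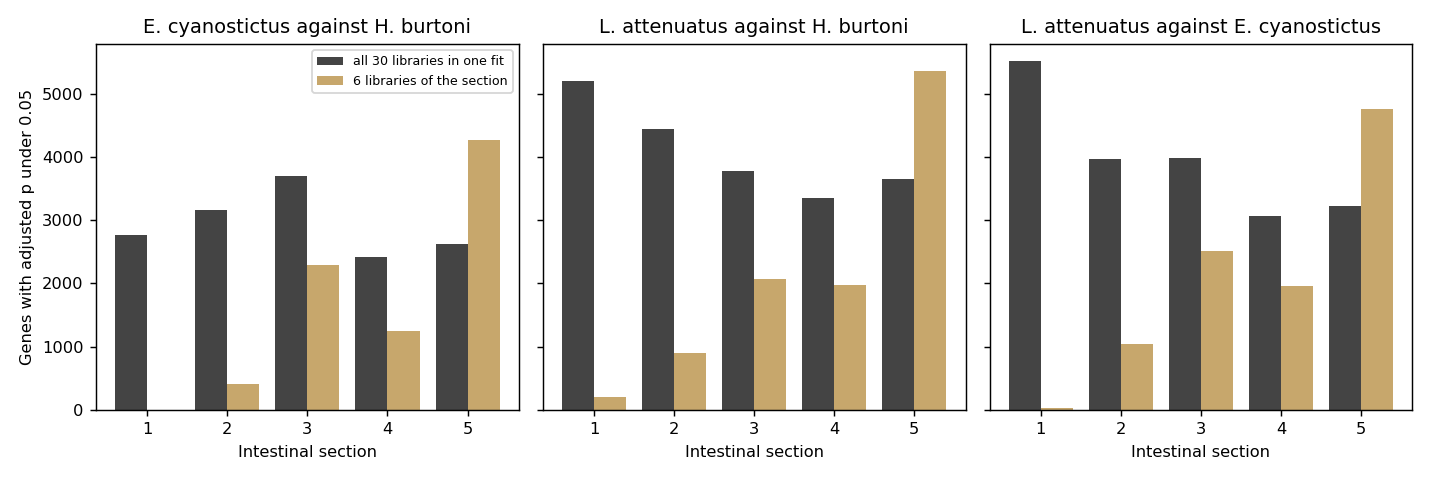
Number of genes with an adjusted p under 0.05 for each species pair at each section (bars from 0), with dark bars for the fit of all 30 libraries and light bars for fits of the 6 libraries of a section alone. Dark bars are highest in section 1 for both pairs with L. attenuatus (5204 and 5517 genes), whereas light bars are lowest in section 1 (200 and 25 genes) and highest in section 5.

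Whether the section profile itself differed between species was tested directly. The profile differed at 6 genes between E. cyanostictus and H. burtoni, at 103 between L. attenuatus and H. burtoni and at 113 between L. attenuatus and E. cyanostictus (edgeR F-test of 4 coefficients, adjusted p under 0.05). At an unadjusted p under 0.05 there were 1328 (5.92%), 1851 (8.25%) and 1748 (7.79%) of the 22430 genes. DESeq2 moved the first count most, to 390. With fish as a block the counts were 336, 735 and 649, and these included every gene called without it (6, 103 and 113). Limited to the difference between sections 5 and 1, the test called 2, 160 and 134 genes without the block and 240, 1549 and 927 with it.

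Sections of equal number were compared between species by matching each library to the section means of the other species. Of 60 matches, 35 (58.3%, Wilson interval 45.7% to 69.9%) fell on the same section number, against 20% by chance, and 95% fell within 1 section, against 52% by chance. The 60 matches are not independent, so the interval is a lower limit to the uncertainty. Section 5 was matched to itself in 10 of 12 matches, section 4 in 8, section 2 in 7, section 1 in 6 and section 3 in 4. The pooled share hid differences between directions of matching. Same-section matches ran from 3 of 10 for E. cyanostictus libraries matched to L. attenuatus to 8 of 10 for L. attenuatus matched to H. burtoni. Mean offsets were 0.3 sections for H. burtoni libraries matched to L. attenuatus and -0.2 in the reverse direction, 0.3 for E. cyanostictus matched to H. burtoni and -0.2 in reverse, and 0.1 for E. cyanostictus matched to L. attenuatus and -0.1 in reverse. These offsets were not tested, and their mean over both directions (0.0333) is near 0 by construction. Using the 1000 most variable genes moved the same-section share most upward, to 75.0%, and leaving out fish 1 moved it most downward, to 40.0%.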

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

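The explanations tested in this part, and what each would predict, were written down before the tests were run.

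In H. burtoni fish 2, section 4, 16.5% of the counts were reads overlapping no counted gene sequence (95% Wilson interval 16.4% to 16.5%). The next highest of the 10 H. burtoni libraries was at 10.5%, and this gap was larger than a test for single outlying values allows. The test was applied to 15 sets of 10 libraries, in which 0.75 such values would arise by chance and 1 was found, so the count alone is no more than chance gives. This library also had the lowest depth of all 30, with 6311892 counts on genes. Genomic DNA spread over the genome was tested as a candidate cause. It would put counts on genes that are silent elsewhere, yet 98 genes had counts in this library alone among the 10, the fewest of the H. burtoni libraries, where the others had 118 to 193. The number of genes with any count, 24635, was also the lowest of these libraries. Both values argue against DNA spread over genes as the whole cause, although the lower depth also lowers them. Unspliced RNA of genes already expressed, RNA from unannotated genes, and RNA from other organisms in the gut stay open, because they need not add silent genes and were not tested. The section was cut from the same fish as 4 libraries with ordinary shares, and no biological explanation was tested.

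The section profile differed between species at 6 genes for E. cyanostictus and H. burtoni, 103 for L. attenuatus and H. burtoni, and 113 for L. attenuatus and E. cyanostictus, by a direct test of the difference. With the fish block the counts were 336, 735 and 649. A technical candidate cause is that sections of equal relative length hold different regions of the gut in different species. The difference between species in the change from section 1 to section 5 alone was tested, on the thought that a shift of boundaries would leave the ends alike. It called 2, 160 and 134 genes in the same order of pairs, and 240, 1549 and 927 with the fish block. Sections 1 and 5 each have an inner boundary too, so a shift also alters what they hold, and these calls do not decide for or against it. Shifted boundaries cannot be told apart from a difference in regional expression in any of the 3 pairs. Different scaling of libraries in which a few genes take many counts was also weighed. Replacing TMM by median-ratio size factors left all 3 counts within 1.5 times of those above. Loss of reads by divergence from the reference lowers a gene in all sections of a species alike and so largely cancels in this test, except near the floor. A difference between species in regional expression stays open beside the shift and was not tested apart from it, and diet, age and sex of the fish were not among the groups. The test of profiles recovered 27.5% of differences simulated for L. attenuatus against H. burtoni, so genes not called are not shown to have the same profile.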

How the results depend on the processing

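Median-ratio size factors in place of TMM, and a filter at a mean count of 10, kept every count of calls within 1.5 times of its value and every correlation between species within its spread. The tests of marker gene panels, and all their alternatives, were not run because the IDs carry no names. Leaving out a fish leaves each section of its species with 1 library, so no calls were made without a fish in the section tests of its species. The tests at single sections and of differing profiles were not repeated without a fish either. For the pair of species that does not include the fish, 2 libraries per section would have remained. How far the counts of that pair depend on fish of the third species is therefore not known. Causes of the changes below were not tested unless one is given.

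Adding the replicate block, which pairs the sections of each fish, raised the section counts to 2447 genes in H. burtoni, 380 in E. cyanostictus and 4437 in L. attenuatus, and the counts for section 5 over section 1 to 3428, 567 and 5713. The counts of differing profiles rose to 336 (E. cyanostictus and H. burtoni), 735 (L. attenuatus and H. burtoni) and 649 (L. attenuatus and E. cyanostictus). The block made 1 H. burtoni gene lose its section call and 1 lose its call for section 5 over section 1. Among the named IDs it brought 100706176 and 100706083 past the threshold in E. cyanostictus and changed no other section 5 over section 1 call.

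DESeq2 called 3004, 1222 and 3342 genes for section in H. burtoni, E. cyanostictus and L. attenuatus. For section 5 over section 1 it called 2730 genes in H. burtoni and 918 in E. cyanostictus, of which 64.5% were higher in section 5, against 83.3% of the 6 edgeR calls. Its counts of differing profiles were 390, 635 and 624 in the order of pairs above, and its count for E. cyanostictus over H. burtoni on fish sums was 5661. Its other counts stayed within 1.5 times.

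An adjusted p under 0.01 left 145 genes for section in H. burtoni, 0 in E. cyanostictus (where 1540 had an unadjusted p under 0.05) and 708 in L. attenuatus. For section 5 over section 1 it left 210, 0 (2106 at an unadjusted p under 0.05) and 1155. Differing profiles came to 2, 42 and 31, and species differences on fish sums to 389, 629 and 942. In sections 1 to 5 it left 1031, 1244, 1562, 897 and 1018 genes for E. cyanostictus and H. burtoni. The same threshold left 2296, 1884, 1638, 1325 and 1544 for L. attenuatus and H. burtoni, and 2096, 1662, 1776, 1298 and 1400 for L. attenuatus and E. cyanostictus.

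Testing against a log2 fold change of 1 in place of 0 gave 408 genes in H. burtoni and 911 in L. attenuatus for section 5 over section 1. On fish sums it gave 950, 1390 and 1708 genes in the order of pairs above. In sections 1 to 5 it gave 744, 880, 1129, 768 and 745 genes for E. cyanostictus and H. burtoni, 1558, 1236, 1089, 896 and 1136 for L. attenuatus and H. burtoni, and 1626, 1249, 1315, 1023 and 1108 for L. attenuatus and E. cyanostictus. Both this and the stricter threshold can only lower a count.

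Other libraries in the fit changed the calls. With all 30 libraries in 1 fit, the section counts were 1448 in H. burtoni and 746 in E. cyanostictus, and 559 genes were called in E. cyanostictus for section 5 over section 1. The H. burtoni calls for section 5 over section 1 were 927 higher and 541 lower in that fit, and those of L. attenuatus 1024 higher and 1293 lower. With only the 6 libraries of a section, E. cyanostictus and H. burtoni differed at 1, 406, 2296, 1255 and 4271 genes in sections 1 to 5. L. attenuatus and H. burtoni differed at 200, 902, 2065 and 1971 genes in sections 1 to 4, and L. attenuatus and E. cyanostictus at 25, 1040, 2516 and 1968. In section 5 the pairs with L. attenuatus stayed within 1.5 times, at 5368 and 4766. Section 1 thus went from the most calls to the fewest for both pairs with L. attenuatus. The chi-square per degree of freedom between fish was 183 in section 1 of E. cyanostictus and 16.3, 34.7 and 19.3 in section 5 of H. burtoni, E. cyanostictus and L. attenuatus. The fits also differ in residual degrees of freedom, in the genes that pass the filter and in scaling, and which of these changed the calls was not tested. Without a filter on low counts, the section count was 1298 in H. burtoni and 14 in E. cyanostictus, and 21 genes were called in E. cyanostictus for section 5 over section 1.

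The test of species on genes with a mean of at least 10 counts per library in each species called 1096, 1914 and 1809 genes. The main calls among the genes so tested numbered 1770, 2547 and 2447, so the loss came both from genes left out and from fewer calls among those kept. How far the calls of a pair depend on its own fish was not tested. In the fish-sum test without that limit on genes, calls were made without a fish only where neither species of the pair was its own. The counts were 2165 to 2187 for E. cyanostictus over H. burtoni without an L. attenuatus fish, 2632 to 2800 for L. attenuatus over E. cyanostictus without an H. burtoni fish, and 6372 to 6415 for L. attenuatus over H. burtoni without an E. cyanostictus fish. With all fish the counts were 3497, 4686 and 4763.

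Leaving out each fish in turn gave correlations of section changes from 0.535 to 0.655 for E. cyanostictus and H. burtoni, 0.482 to 0.558 for L. attenuatus and H. burtoni, and 0.354 to 0.599 for L. attenuatus and E. cyanostictus. Genes with at least a 2-fold change came to 4696 to 6753 in E. cyanostictus, the higher without fish 3. The share of libraries matched to their own section ran from 40.0% without H. burtoni fish 1 to 72.0% without E. cyanostictus fish 4, and was 75.0% with the 1000 most variable genes. All of these lay above the 20% of chance. Shares of variance ran from 48.4% to 52.4% for species, 19.04% to 22.6% for section, 11.5% to 13.4% for species by section, 7.09% to 10.96% for fish and 6.57% to 8.72% for the remainder. The 1000 most variable genes gave 32.0% for section, 8.02% for species by section, 6.90% for fish and 5.10% for the remainder. The section share was 20.8% with a mean count of at least 10 and 17.5% with a prior count of 0.5, where the remainder was 10.3%. Species held the largest share in all of these splits.

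Depth limits the fold changes of genes near the floor, such as ID 100706176 in section 5, and the calls in which 1 species is at the floor (474, 637 and 620 genes). In simulated counts with 2 fish per section, 0% of 8-fold changes were called at the spread of E. cyanostictus, with or without the block, against 74.0% and 77.0% without the block at that of H. burtoni and L. attenuatus. The simulated spread was independent between sections, so it does not describe the blocked test of the real counts, in which 380 genes were called.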

Other observations

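In this part, the tests of section cutting and of a shared state in E. cyanostictus section 1, the matching of whole sections between fish, and the test of genes at the floor, were chosen after the result was seen.

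The section calls were set against random order. The section labels of 1 fish of a species were shuffled 30 times and the section test was refitted, which with the real order makes 31 orders. In H. burtoni 1 of 31 orders gave as many calls as the real one (855 genes, with at most 474 in the others), and in L. attenuatus 1 of 31 (1842 genes, at most 859). In E. cyanostictus 2 of 31 orders did, since 1 shuffled order also gave 1 gene. With the fish block it was 1 of 31 in every species (2447, 380 and 4437 genes, with at most 1106, 228 and 3234 in the others). The median shuffled order gave 0 genes in all 6 series. Without the block the E. cyanostictus comparison could hardly separate, with a single call to exceed, and shuffled orders were not run for DESeq2 or for the fit of all 30 libraries.

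The 2 E. cyanostictus fish were unusually unlike in section 1, where their profiles correlated across genes at r = 0.859. If the intestines had been cut at different places, section 1 of fish 4 would match another section of fish 3, or a mixture of sections. Its best match was section 3, at r = 0.880, and the best mixture of 2 sections reached 0.883, still below the 0.957 and 0.954 seen between fish of H. burtoni and L. attenuatus in section 1. Neighbouring sections of 1 fish correlated at 0.934 or more in all 6 fish. Sections 2, 3 and 4 of fish 4 also matched a more posterior section of fish 3 best (3, 4 and 5, at 0.933, 0.948 and 0.955), so a shift of the cuts may contribute there. In the reverse direction, section 1 of fish 3 also matched a more posterior section of fish 4 best (section 2, 0.898), which a shift of the cuts would not give, whereas section 3 of fish 3 matched the more anterior section 2 of fish 4 (0.933), which it would, and sections 2, 4 and 5 matched their own number. Sampling noise of low counts would spare abundant genes, but among the 5430 genes with a mean log2 CPM of at least 5 the correlation was 0.570, against 0.907 in H. burtoni and 0.893 in L. attenuatus. These values argue against both as the whole cause of the section 1 difference, and a shift of the cuts as part of it stays open. Without the 100 genes that differed most between the fish the correlation was 0.866, against 0.961 and 0.963. Those genes were picked by their difference and not by the counts they take, so this does not decide whether a few genes taking most counts had a part. A physiological state that differs between fish, such as feeding before sampling, may show in several species. The section 1 differences of the E. cyanostictus fish (4 over 3) and of the H. burtoni fish (2 over 1) correlated across genes at r = 0.391, and at 0.557 among abundant genes. The corresponding values with L. attenuatus were 0.206 for E. cyanostictus and 0.212 for H. burtoni, and 0.296 and 0.295 among abundant genes. In section 2 the E. cyanostictus and H. burtoni differences correlated at 0.318, but in sections 3 and 4 at -0.190 and -0.146. Among abundant genes these 3 values were 0.484, -0.365 and -0.431. Which fish is called first is arbitrary, so a sign carries little weight with 2 fish per species, and a shared state, a processing batch and chance cannot be told apart. Contamination by neighbouring tissue, a batch and a biological difference between the fish (sex, age or diet) stay open and were not tested.

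The course of expression along the gut also differed between these fish. The change from section 1 to section 5 correlated across genes at r = 0.784 between the fish of H. burtoni and 0.788 between those of L. attenuatus, but at 0.415 between those of E. cyanostictus, where 51.6% of genes moved in the same direction. Fish 3 was closer in this respect to L. attenuatus fish 6 (0.527) and H. burtoni fish 1 (0.525) than to fish 4, and fish 4 was closer to H. burtoni fish 2 (0.566) and fish 1 (0.503) than to fish 3. Comparisons of E. cyanostictus with either species along the gut therefore depend on which fish is used.

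Differences in where sections were cut were also looked for between fish in the middle of the gut. If cuts differed, the difference between the fish of a species in sections 3 and 4 would follow the section 1 to 5 change seen in the other species. The median absolute correlation was 0.180 over 6 comparisons, 4 of them over 0.1, and 0.0798 over the 9 comparisons of sections 1, 2 and 5, of which 4 were also over 0.1. In H. burtoni the correlations in sections 3 and 4 were -0.227 and -0.294, beyond its other sections (-0.00909 to 0.0798). In E. cyanostictus they were 0.283 and 0.133, but its other sections had 0.134, 0.152 and 0.158, so section 4 did not stand out. In L. attenuatus they were -0.0357 and 0.0222, smaller in size than in its sections 1, 2 and 5 (-0.0745, -0.0577 and -0.168), so its middle sections did not stand out. Matching whole sections between the fish gave a shift of 1 section in H. burtoni in both directions. Sections 3 and 4 of fish 2 matched sections 2 and 3 of fish 1 best (0.963 and 0.960), and sections 2, 3 and 4 of fish 1 matched sections 3, 4 and 5 of fish 2 best (0.963, 0.960 and 0.968), while their other sections matched their own number. In L. attenuatus every section matched its own number. The H. burtoni values are what a difference in cutting would give, and also what a displaced expression boundary in 1 fish would give. Differences in cutting cannot be told apart here from differences between the fish themselves, with 2 fish per species.

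Under a strict rule, few genes were off in a whole species or on in only 1 species. Genes with at most 3 counts in every library of 1 species and a mean of at least 20 CPM in each of the others, or the reverse, numbered 6 for H. burtoni, 3 for E. cyanostictus and 8 for L. attenuatus. Of these, 1, 2 and 4 were absent from the species, and 5, 1 and 4 were present only there. Between the 2 fish of a species there were 3, 0 and 2 genes that met the rule, and between 2 fish of different species 20 to 43. The calls on fish sums, which were not limited to 20 CPM, held more genes at or under the floor in 1 species of a pair. These numbered 474 for E. cyanostictus and H. burtoni, 637 for L. attenuatus and H. burtoni, and 620 for L. attenuatus and E. cyanostictus. Reads of 3 species counted on 1 reference could produce the 43, since a diverged or missing copy would be at the floor in every library of a species. Regulation would do the same, so the counts alone leave this open.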
